# The Molecular Effects of a High Fat Diet on Endometrial Tumour Biology

**DOI:** 10.3390/life10090188

**Published:** 2020-09-10

**Authors:** Michael Wilkinson, Piriyah Sinclair, Ludmilla Dellatorre-Teixeira, Patrick Swan, Eoin Brennan, Bruce Moran, Dirk Wedekind, Paul Downey, Kieran Sheahan, Emer Conroy, William M. Gallagher, Neil Docherty, Carel le Roux, Donal J. Brennan

**Keywords:** endometrial cancer, obesity, transcriptomics

## Abstract

We sought to validate the BDII/Han rat model as a model for diet-induced obesity in endometrial cancer (EC) and determine if transcriptomic changes induced by a high fat diet (HFD) in an EC rat model can be used to identify novel biomarkers in human EC. Nineteen BDII/Han rats were included. Group A (*n* = 7) were given ad lib access to a normal calorie, normal chow diet (NCD) while Group B (*n* = 12) were given ad lib access to a calorie rich HFD for 15 months. RNAseq was performed on endometrial tumours from both groups. The top-ranking differentially expressed genes (DEGs) were examined in the human EC using The Cancer Genome Atlas (TCGA) to assess if the BDII/Han rat model is an appropriate model for human obesity-induced carcinogenesis. Weight gain in HFD rats was double the weight gain of NCD rats (50 g vs. 25 g). The incidence of cancer was similar in both groups (4/7—57% vs. 4/12—33%; *p* = 0.37). All tumours were equivalent to a Stage 1A, Grade 2 human endometrioid carcinoma. A total of 368 DEGs were identified between the tumours in the HFD group compared to the NCD group. We identified two upstream regulators of the DEGs, *mir-33* and *Brd4*, and a pathway analysis identified downstream enrichment of the colorectal cancer metastasis and ovarian cancer metastasis pathways. Top-ranking DEGs included *Tex14, A2M, Hmgcs2, Adamts5, Pdk4, Crabp2, Capn12, Npw, Idi1* and *Gpt. A2M* expression was decreased in HFD tumours. Consistent with these findings, we found a significant negative correlation between *A2M* mRNA expression levels and BMI in the TCGA cohort (Spearman’s Rho = −0.263, *p* < 0.001). *A2M* expression was associated with improved overall survival (HR = 0.45, 95% CI 0.23–0.9, *p* = 0.024). *Crabp2* expression was increased in HFD tumours. In human EC, *CRABP2* expression was associated with reduced overall survival (HR = 3.554, 95% CI 1.875–6.753, *p* < 0.001). Diet-induced obesity can alter EC transcriptomic profiles. The BDII/Han rat model is a suitable model of diet-induced obesity in endometrial cancer and can be used to identify clinically relevant biomarkers in human EC.

## 1. Introduction

Endometrial cancer is the most common cancer of the female genital tract and the fourth commonest cancer in women worldwide. In 2016, in the United States of America, there were 60,050 new cases of endometrial cancer and over 10,000 deaths [1]. The lifetime risk of endometrial cancer in women in Europe is thought to be between 1.7 and 2%, equating to a lifetime risk of approximately 1/80 [2]. The incidence of endometrial cancer has increased by over 20% since 2008, owing in large part to the growing epidemic of obesity and diabetes, both of which are considerable risk factors for endometrial cancer [2].

Obesity is the greatest risk factor for endometrial cancer, and there is a growing need to understand its effect on transcriptomic alterations within the endometrium. Obesity is generally associated with low-grade [3,4], low mutational burden, microsatellite-stable, p53 wild-type adenocarcinomas of the endometrium, which usually develop on a background of complex atypical endometrial hyperplasia. Loss-of-function mutations in *PTEN* are found in the majority of low-grade endometrial tumours as well as in complex atypical hyperplasia, suggesting that they are an initiating event in tumorigenesis [5,6]. The most frequently mutated genes in low-grade endometrial cancer are *PTEN, PIK3CA, CTNNB1, ARID1A* and *PIK3R1* [7]. Gain-of-function mutations in *CTNNB1* exon 3 are particularly prevalent in young women with obesity, and a diagnosis of low-grade endometrioid cancer is associated with a poor prognosis [8].

Given the well-established interaction between obesity, metabolism and inflammation, immunocompetent animal models of endometrial cancer that replicate this obesity-related phenotype and genotype are necessary to improve our understanding of the underlying molecular mechanisms. The BDII/Han rat model is a spontaneous, immunocompetent model in which up to ninety percent of animals develop endometrial cancer during their lifetime (26–28 months) [9,10]. BDII/Han endometrial tumours express oestrogen and progesterone receptors [11,12], respond to progestogen and are histologically similar to obesity-related endometrial cancers in humans, which were previously referred to as Type 1 tumours [13]. Endometrial tumours from BDII/Han rats have many molecular similarities to obesity-related human endometrial cancer, including microsatellite stability [14], a lack of *Erbb2* mutations and reduced expression of *Pten*—albeit without evidence of loss-of-function mutations [15,16]. Unlike human low-grade tumours, p53 mutations have been reported in the BD/II Han rat model, occurring in up to 67% of cases, and this model is believed to reflect high-grade Type 1 endometrial cancers in humans [16].

As a result of the molecular and histological similarities between the BDII/Han rat model and human obesity-related endometrial carcinoma, we sought to examine the impact of diet-induced obesity on the incidence and molecular profiles of endometrial cancers arising in this model. The aims of our study were to assess if BDII/Han rats respond to a high fat diet and develop diet-induced obesity. We also sought to assess obesity-induced transcriptomic alterations in BD/II Han endometrial tumours and to ascertain if these alterations could be used to identify novel targets in human endometrial cancer.

## 2. Results

### 2.1. High Fat Diet-Induced Visceral Obesity in BD/II Han Rats

The average age of all the rats commencing this study was 106 days. The mean weight of the rats in the NCD group was 185.7 g (SD 8.0) and 177.2 g (SD 18.7) in the HFD group. The average age of both groups was similar at the study’s end: 451 days (range 446–459) in the NCD group and 442.8 days (range 429–454 days) in the HFD group.

This group remained on “ad lib” NCD and water for the study duration to an average age of 451.1 days (range 446–459). Weight gain in the HFD group was double the weight gain of the NCD group (50 g (SD 27.3) vs. 25 g (SD 7.5), *p* = 0.01). The average weight of the NCD group was 211 g (SD 6.4) vs. 227 g (SD 12.4), *p* = 0.01) in the HFD group (Figure 1A). This coincided with a subjective increase in abdominal and perivisceral fat in all animals in the HFD relative to animals in the NCD, indicating that diet-induced obesity can be achieved in this animal model. The increased volume in fat distribution was particularly noticeable in the omentum, peri-renal and peri-vesical areas across all rats in this group and was easily distinguishable on imaging (Figure 1B).

### 2.2. Diet-Induced Obesity Did Not Increase the Endometrial Cancer Burden in BDII/Han Rats

The overall incidence of endometrial cancer in this study was 42% (8 of 19 rats). The incidence of endometrial cancer in the NCD group was 57.1% (4 of 7 rats) and was 33.3% (4 of 12 rats) in the HFD (*p* = 0.37). There was no evidence of metastatic disease and all tumours were confined to the inner half of the myometrium. A blinded histological assessment did not identify any histological difference in the tumours from either group as all were Grade 2 endometroid adenocarcinomas with cellular pleomorphism and prominent nucleoli (Figure 1C,D).

### 2.3. Diet-Induced Obesity Caused Specific Transcriptomic Changes in BDII/Han Endometrial Tumours

A total of 26 RNA samples were isolated from tumours with 14 samples from the NCD tumours (*n* = 4) and 12 from the HFD group tumours (*n* = 4), respectively. Multiple samples were extracted from different tumours to control for heterogeneity (see Supplementary Table S5). 

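RNA was sequenced from tumours and from normal endometrium of BDII/Han rats at 15 months of age, after a high fat diet with 60% of its energy as fat (HFD) or normal chow with 3% (NCD). Polyadenylated RNA was made into libraries, 1 per sample, and read as pairs of 75 bp. Values of 65 libraries were analysed, 31 from tumours and 34 from normal endometrium, and the sample labels place them in 2 sequencing batches. Batch 1 held 14 tumour libraries from 5 NCD rats, 11 tumour libraries from 4 HFD rats, and 4 normal libraries from 4 rats on each diet. The paper gives 4 rats for the 14 NCD tumour samples and 12 samples for the HFD tumours. Batch 2 held 32 libraries, all from HFD rats: 4 normal libraries from 4 rats with no intervention, 12 normal libraries from 9 rats and 3 tumour libraries from 2 rats given liraglutide, an agonist of the GLP-1 receptor, and 10 normal libraries from 10 rats and 3 tumour libraries from 2 rats on a restricted diet. No NCD library was in batch 2, so that only batch 1 compares the diets within a batch. Rat numbers in the labels repeat between groups, and a rat was taken here as a number within a diet, an intervention and a batch, which gives 37 rats, 31 of them with normal endometrium. Counted by number alone there are 24, and the 23 of these with normal endometrium equal the paper's count. In batch 2, numbers 16 and 17 are in both the no-intervention and the liraglutide group and number 14 in both the liraglutide and the diet-restricted group, and if a number stands for 1 animal these groups are not separate animals.

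The deposited values are estimated counts per transcript, which the authors made with the Kallisto pseudo-aligner on the Rnor_6.0 transcriptome of Ensembl release 94 after trimming the reads with BBDuk. Kallisto divides reads that fit several transcripts among them, so that counts of isoforms and of near-identical transcripts are uncertain. The estimated counts summed to 15310806 to 20029879 per library, with a median of 17559550. The range was 15310806 to 19710563 (median 17543002) in NCD tumours, 16328674 to 19389280 (median 16623836) in HFD tumours, 16800259 to 17992639 (median 17247342) in NCD normal endometrium and 16754210 to 18922772 (median 17865572) in HFD normal endometrium with no intervention. It was 16715235 to 20029879 (median 18108298) in normal endometrium and 17561471 to 18932692 (median 18716354) in tumours of liraglutide-treated rats, and 16185536 to 18426801 (median 17350520) in normal endometrium and 17298285 to 19642506 (median 18107671) in tumours of diet-restricted rats. An estimated count stands for 1 read pair, and with each mate counted as a read the mean per library is 35.2 M reads, 78.1% of the paper's mean of 45 M raw reads. The estimated counts are the depth behind the values reported here. The table held 31715 transcripts, of which 1763 had no count in any library, and the sources used here do not pair their Ensembl identifiers with gene names.

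Differential expression was tested here per transcript with the methods the paper names, limma voom with the duplicateCorrelation function for several libraries of the same rat and a robust empirical Bayes model. Transcripts with at least 5 estimated counts in at least 47% of the libraries of a comparison were tested, counts were scaled by the median of ratios, and p-values were adjusted by the Benjamini-Hochberg method. Microsatellite calls and variant numbers per library are the paper's (Table S5), and the tallies, intervals and tests over them were computed here.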

The mean number of raw reads across all samples was 45 million (SD 2.2 million). Approximately 78.3% of the reads aligned to the *Rattus norvegicus* dataset (Rnor_6.0), with high quality scores (≥Q30). 

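In tumours, no transcript passed the test between the HFD and NCD groups. The 4 HFD rats lay apart from all 5 NCD rats in 115 of 20071 transcripts (0.573%), where chance gives 319 (1.59%) on average. The spread of that number over other splits of the rats was not computed. The lower count is therefore no evidence that tumours are more alike across the diets than chance gives. The 4 transcripts named here were picked for a small unadjusted p, so that their separation by diet is no evidence of an effect. Transcript ENSRNOT00000093487.1 had 6.66 ± 1.00 CPM (scaled by the median of ratios, SD, n = 4 rats) in HFD tumours and 2.32 ± 1.63 (SD, n = 5 rats) in NCD tumours. Transcript ENSRNOT00000087504.1 had 3.95 ± 1.81 CPM (SD, n = 4) in HFD tumours and 10.4 ± 2.95 (SD, n = 5) in NCD tumours.

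Of 20071 transcripts tested with limma in 11 HFD libraries from 4 rats and 14 NCD libraries from 5 rats, 0 passed at FDR 0.05. An unadjusted p under 0.05 was found for 173, where 1004 are expected by chance. With each rat left out in turn that number ran from 146 to 861, the highest without NCD rat 1. What lies behind the shortfall against 1004 was not tested. On counts summed per rat, edgeR's quasi-likelihood test gave 0 transcripts (365 at an unadjusted p under 0.05) and DESeq2 gave 2, both lower in HFD. With the rat ignored, edgeR over libraries gave 3 (2 higher and 1 lower). The correlation between libraries of the same rat was 0.590. The log2 fold change had a median standard error of 0.34, and its 5th and 95th percentiles across transcripts were -0.69 and 0.60. A log2 fold change above 1 was fitted for 326 transcripts and below -1 for 494. The log2 fold change of ENSRNOT00000093487.1 was 1.82 (standard error 0.45, adjusted p = 1.00 from limma, exact permutation test over rats p = 0.0159), and that of ENSRNOT00000087504.1 was -1.47 (standard error 0.47, adjusted p = 1.00, exact permutation p = 0.00794). Transcript ENSRNOT00000088713.1 had a log2 fold change of -0.92 (standard error 0.29, adjusted p = 1.00, exact permutation p = 0.0238), with 3 of the 4 HFD rats below every NCD rat, and ENSRNOT00000025669.5 had 1.81 (standard error 0.50, adjusted p = 1.00, exact permutation p = 0.0238), with 3 of the 4 HFD rats above every NCD rat. These 4 transcripts were chosen after their values were seen, and their permutation tests are two-sided and not adjusted for that choice. From the transcripts that passed in its own analysis of these tumours, the paper concludes that the diet altered the transcriptome of endometrial cancer.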

After normalization and scaling of gene expression differential gene expression analysis identified 383 statistically significant differentially expressed transcripts (FDR *p* < 0.05) in the HFD group relative to the NCD group, of which 368 were mapped to genes (Figure 2A). The top ten DEGs in the HFD group relative to the tumours in the NCD group are presented in Figure 2A.

We sought to investigate pathway enrichment within the significant DEGs from the HFD versus NCD groups comparison using an Ingenuity Pathway Analysis (IPA; Qiagen, MD, USA). There were 329 significantly enriched canonical pathways, of which 173 reached a threshold log-fold expression of 1.3, and with many reaching statistical significance (*p* < 0.001). The most significantly enriched pathways based on a Z-score > 2 or <−2 are presented in Figure 2B, which demonstrate the positively enriched pathways were p14/p19 ARF and the endocabinoid pathways, while the negatively enriched pathways were the colorectal cancer metastasis pathway (Z = −2.80) and ovarian cancer signalling pathways (Z = −2.54). The identification of p14/ARF as an enriched pathway is consistent with the fact that the expression levels of p14 increase in Grade 1 tumours compared to a normal endometrium and are then reduced in higher-grade tumours [17].

To further understand the impact of diet-induced obesity on the endometrial cancer transcriptome in BDII/Han rats, we used IPA to identify the putative upstream regulators of the 368 DEGs. We identified 13 enriched upstream regulators with a Z-score ≥ 2 or ≤ −2 (Figure 2C); however, only two reached statistical significance: *mir-33*, which was positively enriched in HFD group, and *Brd4*, which was negatively enriched in the HFD group (Figure 2C). Although little is known about *mir-33* in cancer, *mir-33* knockout mice are predisposed to obesity, metabolic dysfunction and insulin resistance, suggesting that *mir-33* activity may be a protective mechanism in rats exposed to an HFD [18].

*Brd4* is a member of the Bromodomain family of proteins, which play a key role in the epigenetic regulation of transcription and interacts with the oestrogen receptor in animal models of endometrial and breast cancer [19]. *Brd4* regulated the expression of five genes from our dataset: *Ednrb*, *Col5a2*, *Tlr8*, *Spon2* and *Pole4* (Figure 2D). Kaplan–Meier analysis demonstrated increased levels of *BRD4* were associated with decreased OS (*p* = 0.043) in the TCGA cohort (Figure 2E), which is consistent with previous findings that demonstrated that the *NSD3*–*CHD8*–*BRD4* pathway is amplified in approximately 9% of serous carcinomas, and this amplification leads to a reduced overall survival [20]. We also sought to assess BRD4 protein expression in endometrial cancer using the Human Protein Atlas; this demonstrated “strong” BRD4 protein expression in 9/11 endometrial cancers (Figure 2F). Univariate Cox regression analysis demonstrated that decreased mRNA expression of *BRD4* was associated with decreased OS (HR = 2.034, 95% CI 1.009–4.102, *p* = 0.047) in the TCGA endometrial cancer cohort however this did not remain significant in a multivariate models (Supplementary Table S2).

Taken together these data suggest that alterations induced by diet-induced obesity alters the transcriptome in a rat model of spontaneous endometrial cancer. We identified a well-established obesity regulator of lipid metabolism, *mir-33*, as an important upstream regulator in the HFD group, and we highlighted for the first time a potentially important role for *Brd4* in the regulation of genes altered by diet-induced obesity.

### 2.4. Obesity-Regulated Genes Can Be Used as Biomarkers in Human Endometrial Cancer

To assess the clinical relevance of our findings in the rat model, we examined the relationship between the 10 most differentially expressed genes identified in the rat model and the clinico-pathological variables in the TCGA dataset (Figure 3A). In human EC, expression levels of all 10 genes were distributed across all four human endometrial cancer molecular subtypes—POLE, microsatellite instable, copy number low and copy number high.

From these ten genes, Alpha-2 macroglobulin (*A2M*) and Cellular Retinoic Acid Binding Protein 2 (*CRABP2*) demonstrated the highest number of alterations in human EC (Figure 3A), and thus were chosen for further assessment. In our rat study, *A2M* expression was significantly reduced in endometrial tumours from the HFD compared to NCD group (Figure 2A). Consistent with these findings, we found a significant negative correlation between *A2M* mRNA expression levels and BMI in the TCGA cohort (Spearman’s Rho = −0.263, *p* < 0.001; Table 1). *A2M* alterations were identified in 13% of human endometrial cancers in the TCGA dataset (Figure 3A). All of the mutations identified were missense mutations of uncertain significance (Figure 3A). Regression tree analysis demonstrated the optimal threshold for *A2M* for survival analysis was a Log2TPM value of 7.303. Using this threshold, *A2M* mRNA expression was associated with low grade (*p* < 0.001) endometrioid tumours (*p* = 0.003; Table 1) and the Kaplan–Meier analysis demonstrated increased levels of *A2M* were associated with improved OS (*p* = 0.02; Figure 3B). Univariate Cox regression analysis demonstrated that increased expression of *A2M* was associated with improved OS (HR = 0.45, 95% CI 0.23–0.9, *p* = 0.024); however, this did not remain significant in a multivariate model (Table 2). We also assessed *A2M* protein expression in endometrial cancer using the Human Protein Atlas; this demonstrated “strong” *A2M* expression in 3/11 endometrial cancers (Figure 3C).

*Crabp2* expression was upregulated in endometrial tumours from rats fed an HFD. *CRABP2* alterations were identified in 13% of endometrial cancers in the TCGA dataset (Figure 3A). All of the mutations identified were missense mutations of uncertain significance. Regression tree analysis demonstrated the optimal threshold for *CRABP2* for survival analysis was a log2TPM value of 7.319. Using this threshold, *CRABP2* expression was associated with a high grade (*p* = 0.0001), serous histology (*p* = 0.001), advanced stage (*p* = 0.005) and the copy number high molecular subtype (*p* = 0.001; Table 1). The Kaplan–Meier analysis demonstrated that increased levels of *CRABP2* were associated with reduced OS (*p* ≤ 0.001; Figure 3D). Univariate Cox regression analysis demonstrated that increased expression of *CRABP2* was associated with reduced OS (HR = 3.554, 95% CI 1.875–6.753, *p* < 0.001; Table 1). Multivariate analysis demonstrated increased *CRABP2* expression was associated with a reduced OS after controlling for age, grade, histological subtype and FIGO stage (HR = 3.13, 95% CI 1.52–6.44, *p* = 0.002; Table 2). Assessment of protein expression in endometrial cancer using the Human Protein Atlas demonstrated CRABP2 expression in 3 of 11 endometrial cancers (Figure 3E).

### 2.5. Mutation and Expression of Tp53, Molecular Characterisation

To further define the rat model as being relevant to obesity-related human endometrial cancer, which generally is associated with functional p53, we assessed the *Tp53* variants using RNAseq in the rat model [21,22]. We found a highly prevalent *Tp53* frameshift variant, p.Pro320ThrfsTer10, extant in 37/65 samples, with 15 individual rats having at least one sample with the variant (Supplementary Table S3). A total of 15/18 (84%) samples from the NCD group were found with the variant compared with 22/47 (49%) in the HFD group. Because of this disparity, which could confound the groupings, we examined the role of this variant and other rare (essentially private) variants in relation to *Tp53* expression.

Samples with the p.Pro320ThrfsTer10 frameshift, located in the p53 tetramerisation protein domain, were not found to have significantly different expression of *Tp53* at the gene level or transcript level (5 expressed isoforms) compared to samples without (Wilcox tests). Samples with at least one of the 15 other variants found within the coding sequence of *Tp53* were also not found to have a significantly different expression at the gene-level, but two lowly expressed isoforms did show significant difference (see Supplementary Results). Of those 15 variants, 8 were found to have a direct human ortholog in the COSMIC database [23] (see Supplementary Table S4) and all occurred within the DNA-binding protein domain. No comparable human variant of the p.Pro320ThrfsTer10 frameshift was found in COSMIC.

Downstream genes regulated by *TP53* in humans were investigated using the MSigDB [24] HALLMARK_P53_PATHWAY, which contains 195 human genes with an appropriate rat ortholog. Using t-test with false discovery rate adjustment, we found no significant divergence in expression grouped by the mutant or wild-type p.Pro320ThrfsTer10 frameshift (*p* < 0.01). We found 2/195 genes with significantly divergent expression when grouping by presence of any other missense, frameshift or nonsense variant in *Tp53* vs. no variant. These were *Cdkn2a* and *Hexim1* (see Supplementary Results). We found only 8 total mutations in these genes, 7 of which occurred in *Cdkn2a* and none of which occurred in more than three samples. We do not expect that these mutations explain the observed divergent expression.

To further categorise the model, assuming it reflects a *Tp53* wild-type phenotype, we estimated microsatellite stability using the “preMSIm” R package [25]. This method uses the scaled expression of 15 human genes, of which 10 orthologs were extant in the rat model. 

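Microsatellite instability is the gain or loss of short repeats that follows a loss of mismatch repair, and the calls used here were predicted by the paper from gene expression, not from the repeats. They were about as frequent in normal endometrium as in tumours, at 79.4% of normal libraries (95% Wilson interval 63.2% to 89.7%) and 77.4% of tumour libraries (60.2% to 88.6%, Fisher's exact test, p = 1.00). In batch 1, 20 of 25 tumour libraries (80.0%) and 3 of 8 normal libraries (37.5%) were called unstable (Fisher's exact test over libraries, p = 0.0362), but the tumour libraries came from 9 rats, 3 of which also gave normal libraries. Counted by rat, 8 of 9 rats with tumours and 3 of 8 with normal endometrium had at least 1 unstable library in that batch (Fisher's exact test, p = 0.0498). The normal libraries S1, S20 and S35 of batch 1, to which Table S3 gives a mixed tissue, were all called stable. Neither test was repeated without them. In batch 2, where all rats were on the HFD, the calls covered 4 of 6 tumour and 24 of 26 normal libraries (Fisher's exact test, p = 0.150). With each rat counted once per tissue, 11 of 13 rats with tumours and 24 of 31 rats with normal endometrium had at least 1 unstable library (Fisher's exact test, p = 0.703). In these counts by rat, 7 rats over both batches and 3 within batch 1 are in both groups, which the test takes as independent, and having at least 1 unstable library favours tumours, with more libraries per rat.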

We found 51/65 sample to be microsatellite instable (MSI) vs. microsatellite stable (MSS), with no significant difference between tumour and normal tissue (24, 27 MSI and 7, 7 MSS, respectively). Only two individual rats were MSS (i.e., no samples determined to be MSI), these contributing 7 total samples to the study, and one each in the different diet groups.

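Of the 37 rats defined by diet, intervention, batch and number, 5 had no unstable library, and they contributed 9 libraries. These were 3 NCD rats and 2 diet-restricted HFD rats, and 2 of the 5 had more than 1 library. With rats counted by number alone, 2 numbers had no unstable library, with 6 libraries. Of the 13 rats with more than 1 library, 3 had both stable and unstable libraries.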

Finally, we investigated the overall variant levels. We annotated all variants and removed those with a low coverage (7 REF reads, 3 ALT reads) and denoted those that were fixed in the population. Of a total of 1,339,616 variants, 761,902 were denoted as fixed in the population, with 539,933 at low coverage with 46,833 overlap. A further 90 were removed as being multiallelic. Using the remaining 84,524 variants, 74% are private (i.e., only found in 1 sample) and 6% are universal (all samples; see Supplementary Table S5). We calculated mutational burden similarly to tumour mutation burden (TMB, [26]), taking all variants and dividing by the total region sequenced and variant-called (~854 megabases). 

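Mutational burden, the number of variants that remained after filtering divided by the 854 megabases examined, ranged from 9.37 to 14.3 variants per megabase over the 65 libraries, with a mean of 10.7 ± 1.10 (SD). Normal endometrium had 11.2 ± 1.19 variants per megabase (SD, n = 34) and tumours 10.1 ± 0.624 (SD, n = 31), a difference of means of -1.08 that passed a permutation test over libraries (two-sided by doubling 1 tail, p = 2e-05, the smallest that 100000 resamples can give this way). With 1 mean per rat and tissue it was -1.07 (31 rats with normal endometrium and 13 with tumours, 7 of them in both groups, p = 0.0008). Most of the tumours were in batch 1 and most of the normal endometrium in batch 2, and the difference was not detectable within either batch. In batch 1 the burden was 10.1 ± 0.412 (SD, n = 8) in normal endometrium and 9.89 ± 0.415 (SD, n = 25) in tumours (exact permutation test, p = 0.177). In batch 2 it was 11.5 ± 1.17 (SD, n = 26) and 10.9 ± 0.674 (SD, n = 6, exact permutation test, p = 0.268).

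Over rats of batch 2, libraries with fewer estimated counts had more variants per megabase (Pearson r = -0.944, Spearman rho = -0.935, permutation p = 1e-05 for each, the smallest that 100000 resamples can give when both tails are counted together, n = 23 rats). The r was -0.940 without the 2 rats farthest from the median count. Over the 14 rats of batch 1, r was -0.474 (permutation p = 0.0867), rho was -0.468 (permutation p = 0.0937) and r without the 2 farthest rats was -0.350. Among 4 relations computed between burden and counts, the adjusted p was 4e-05 for batch 2 for both coefficients, and 0.0867 for r and 0.0937 for rho for batch 1. From the unstable calls and a high burden, the paper concludes that the model corresponds with human endometrial cancer of the microsatellite unstable type.

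**Figure D1:**
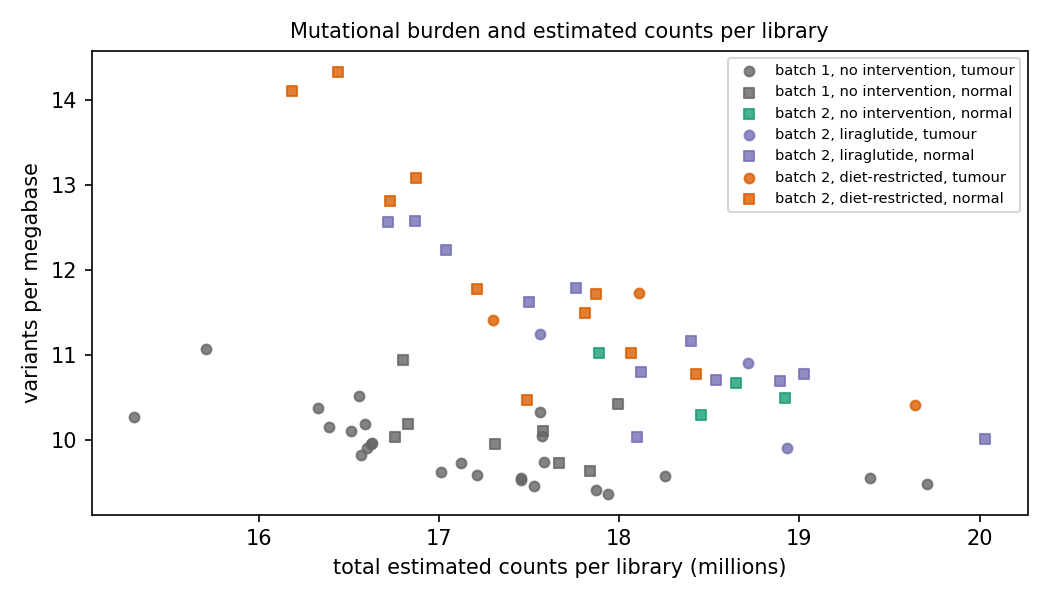
Mutational burden (variants per megabase) against total estimated counts (M) of each library. Circles are tumours and squares normal endometrium, coloured by batch and intervention. Batch 1 libraries (grey) lie between 9.37 and 11.1 variants per megabase and batch 2 libraries between 9.91 and 14.3, the highest in diet-restricted normal endometrium with few counts.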

Mean mutational burden was 10.7 (min 99.4, max 14.3), and was not significantly different in tissue (tumour vs. normal, Fisher Exact test). Taken together, these findings demonstrate that the BD/II Han EC model corresponds with a human microsatellite unstable model.

## 3. Discussion

Understanding obesity-related carcinogenesis is a research priority, as a clear understanding of the underlying molecular mechanisms will be a key foundation to any public health measures focused on weight loss as a preventative or therapeutic intervention. Here we present data on a well-established spontaneous immune-competent EC model. We demonstrate that BDII/Han rats are susceptible to diet-induced obesity, causing an increased volume of intrabdominal and perivisceral fat in all animals in the HFD group, suggesting that this model warrants further investigation. Unfortunately, diet-induced obesity did not result in a statistically significant increased tumour burden (57.1% vs. 33.3%, *p* = 0.37; Supplementary Table S1). This may be due to the small sample size; however, the overall incidence of cancer in the rats in this study was 49%, which is slightly lower than expected. [9]. A post-hoc power analysis showed that the study would require 116 rats to demonstrate a statistically significant difference in the endometrial cancer incidence in the NCD and HFD groups.

A second reason as to why diet-induced obesity did not increase the tumour burden in these rats is likely related to the underlying genetics of this model. In particular, we confirm previous findings [16] that p53 mutations are common in the BDII/Han tumours but these do not appear to be a key driver in this model. A pan-cancer analysis of human p53 recently showed a significantly decreased transcript and protein expression of p53 when truncating variants were present versus wild-type or missense variants [27]. The p.Pro320ThrfsTer10 frameshift found in our rat model occurs in the p53 tetramerisation domain and has no human equivalent. The majority of human p53 variants, as well as the other variants found in our data, occur in the p53 DNA-binding domain. We hypothesise that the prevalent frameshift found herein is not functional in truncating the protein based on the gene’s comparable expression to “true” wild-type samples. While two lowly-expressed isoforms are significantly different in the *Tp53* expression grouping on the non-p.Pro320ThrfsTer10 variants, the two major isoforms are unaffected. Further, the investigated *TP53* hallmark pathway was completely unaffected by p.Pro320ThrfsTer10 presence, and 2/195 genes were affected by the non-p.Pro320ThrfsTer10 variants, which could be due to non-p53-related effects.

In human EC, p53 mutations are associated with serous carcinoma and the copy number high molecular subtype, which are not classically associated with obesity. Despite this important molecular difference, the histology of all rat tumours in this study was similar to the histological appearances of obesity-related human endometrial cancer, furthering the idea that these rats have functional p53. The presence of functional p53 means this rat model is a more realistic model of human obesity-related EC. Our findings of MSI and high TMB suggest that this model is most closely related to the microsatellite unstable human molecular subtype. While diet did not significantly affect cancer incidence, it did alter the EC transcriptome and we identified 368 DEGs between tumours in the HFD group and tumours in the NCD group. We sequenced multiple samples from individual tumours to try to control for heterogeneity and were able to identify a number of clinically important alterations in human endometrial cancer. Specifically, we identified *Brd4* as a key upstream regulator in our dataset, which correlates with an extensive body of literature describing *Brd4* as a regulator of the oestrogen response genes in both endometrial and breast cancer [19,28]. 

Our diet-induced obesity study was used to identify two novel biomarkers for endometrial cancer, *A2M* and *CRABP2*, both of which appear to have important prognostic implications. *A2M*’s role in cancer biology is likely due to its ability to act as a signalling molecule and transporter of growth factors, such as TGFβ and IL6, and as a modulator of protease activity [29]. Serum *A2M* levels are inversely correlated with PSA in advanced prostate cancer, suggestive of a tumour-suppressive effect—as demonstrated in this study (Figure 3B) [30]. Serum levels of *A2M* decrease with age and obesity in humans [31]; our findings of a negative correlation between *A2M* mRNA expression and BMI in the TCGA cohort suggest that the BDII/Han rat model can be used to study specific interventions and identify molecular alterations that are relevant to human endometrial cancer.

We also present novel data on the role of *CRABP2* in endometrial cancer. *CRABP2* is a retinoic acid binding protein and along with the retinoic acid receptor (RAR) are important regulators of cellular turnover in the endometrium [32]. *CRABP2* is a highly conserved protein that functions in the retinoic acid signalling pathway, where it transports RA to the retinoic acid nuclear receptors (RAR and RXR), which regulates transcription of target genes involved in cell proliferation, differentiation and apoptosis. It also functions as a transcriptional coactivator: in the presence of *CRABP2*, transactivation by the RA–RXR–RAR complex is increased [33]. More recently, it has been reported that *CRABP2* can affect biological behaviour independently of RA or RAR [34].

Abnormal *CRABP2* expression is associated with numerous cancers, including non-small cell lung cancer (NSCLC) [35], pancreatic cancer [36] and serous ovarian cancer [37]. *CRABP2* ′s role in breast cancer may be related to oestrogen signalling that suppresses the ubiquitination of Lats1 to activate the Hippo pathway, which inhibits invasion and metastasis in ER-positive tumours but not in ER-negative tumours [38]. Given our recent description of the different roles of ER in breast and endometrial cancer, the interaction between *CRABP2* and ER in endometrial cancer warrants further investigation [39]. Our finding that *CRABP2* is an independent prognostic marker in endometrial cancer requires further validation; however, it is maybe an important novel biomarker in CN-high cancers, which have a poor prognosis.

## 4. Materials and Methods

Nineteen female, virgin BDII/Han rats were sourced from the Central Animal Facility (CAF) at the Hanover Medical School in Germany. The BDII/Han rats were divided into two groups: the normal chow diet group (NCD group, *n* = 7) and the high fat diet group (HFD group, *n* = 12). The rats were received from the CAF in Hanover at three months of age having been on normal chow diet from the time of weaning. Rats were age-matched and housed in spacious ventilated cages with hard floors in groups of 3–4 rats. They had 24 h access to ad lib food and water. The NCD group remained on normal chow diet until the study end at fifteen months of age. Normal chow with 3% kCal fat content was used as the chosen diet in the NCD group as it is generally accepted as the standard diet for research rats. The HFD group were immediately placed on a high fat diet from the time of arrival at three months of age and continued on this diet until the study end at fifteen months of age. The high fat diet included 60% kCal fat, 20% kCal carbohydrate and 20% kCal protein (Research Diets, NJ, USA). At fifteen months of age, CT imaging was carried out followed by euthanasia and systematic harvesting of animal organs was performed.

### 4.1. CT Imaging

CT scans were performed on a LabPET4 Triumph PET CT scanner (Trifoil Imaging Inc., Chatsworth, CA, USA) under isoflurane anaesthesia. Cone beam CT images (focal spot size, 33 mm) were acquired over ~ 5 min with 512 projections at a geometric magnification equal to a 1.3. X-ray tube voltage and the currents were 50 kVP and 350 µA, respectively, and the exposure was 232 ms. CT images were reconstructed with X-O CT software (V5.2.0.0 Trifoil Imaging Inc., Chatsworth, CA, USA), using a filtered back-projection algorithm to a voxel size of 0.2 × 0.2 × 0.2 mm^3^.

### 4.2. Assessment of Endometrial Cancer Burden

At the time of tissue harvest the animals were administered anaesthesia by inhalation of sevoflurane gas. A midline laparotomy and thoracotomy were performed. Euthanasia was performed by a terminal bleed from the aorta. Clinical photographs were taken and an assessment of the intrabdominal and peri-visceral fat was made and recorded on each animal. Complete organ harvest followed with organs dissected in order of research priority; uterus, ovaries, liver, omentum and lung. This allowed for complete staging of any endometrial cancer found.

### 4.3. Retrieval of Endometrial Tissue for Histology and RNA Isolation

A standardised method for the harvesting of uterine tissue was performed, as described by Ruehl-Fehlert [40,41]. One half of each tumour specimen was placed immediately in formalin and prepared for immunohistochemistry and histological assessment while the other half was “snap-frozen” in liquid nitrogen for interval RNA isolation and subsequent RNA sequencing. Parallel samples of normal endometrial tissue were also taken for histological and molecular assessment. Samples for histology were fixed in 4% formalin for 24 h before paraffin embedding. A total of 14 tumour samples were analysed from 4 affected rats in the NCD group while 12 tumour samples were analysed from the 4 affected rats in the HFD group. Histopathological assessment was performed by a histopathologist specializing in gynaecological oncology.

### 4.4. RNA Extraction, Library Prep and Sequencing

RNA was isolated from normal (*n* = 34 samples from *n* = 23 individual rats) and endometrial tumour (*n* = 31 from *n* = 13 individual rats) tissue using the EZ-RNA Total RNA Isolation Kit, according to the manufacturer’s protocol (Omega Bio-Tek, Norcross, GA, USA). Next-generation sequencing was performed by BGI Genomics (Shenzhen, China). After quality control procedures, individual RNAseq libraries were pooled based on their respective sample-specific, 7 bp adapters, and sequenced at a 2 × 75 bp paired-end read length using an Illumina NextSeq 500 sequencer. (see Appendix A).

### 4.5. RNAseq Processing, Differential Expression Analysis and Variant Calling

Raw sequence reads were first checked for quality using fastq software [42] and were then trimmed of low-quality reads using BBDuk [42]. The Kallisto [43] pseudo-aligner was used to map reads to the *Rattus norvegicus* Rnor_6.0 transcriptome from Ensembl release 94. The Sleuth [44] R package was used to read the Kallisto output, and to normalise and scale the transcript and gene expression values using the default settings. Limma [23], which uses a negative binomial distribution model to account for both biological and technical variation, was applied to identify statistically significant (corrected *p* value < 0.05) differentially expressed genes (DEGs), using the “voom” function and the robust empirical Bayes model. Limma was chosen as it allows correction for multiple samples taken from the same individual animal using the “duplicate Correlation” function. Variant calling was conducted using the HaplotypeCaller module of the Genome Analysis Toolkit following best practices for RNA. Filtering was conducted using custom Perl scripts. All RNAseq analysis methods are available from https://github.com/brucemoran/rdl_RNAseq.

### 4.6. Pathway and Functional Enrichment Analysis

Over-represented biological functions from the DEG sets were identified by functional enrichment analysis using Ingenuity Pathway Analysis (IPA; v. 8.8, Ingenuity Systems, Mountain View, CA, USA; http://www.ingenuity.com). The enrichment analysis was applied to the statistically significant differentially expressed genes.

### 4.7. TCGA Comparative Model

In order to draw comparisons between the animal data and human data we created a comparative data set from TCGA (*n* = 373) [7]. Two samples were excluded as raw sequence data was unavailable, leaving a final *n* = 371 samples. Further comparisons between the genes of interest from our animal model and human data were performed using Oncolnc [24], the Human Protein Atlas [25] and cBioportal [26]. Differences in the distribution of clinical data and tumour characteristics between genes of interest were evaluated using the chi-square test, Fisher exact test and independent t-test. Kaplan–Meier analysis and the log-rank test were used to illustrate differences between overall survival based on expression levels of *A2M* and Crabp2. Unsupervised decision tree analysis with a 10-fold cross-validation was used to identify the Z-score thresholds for the Kaplan–Meier analysis. Cox regression proportional hazards models were used to estimate the impact of the *A2M* and Crabp2 expression overall survival (OS) in both univariate and multivariate analysis. Variables found to be significant in the univariate analysis were included in the multivariate models. Analysis were performed using SPSS version 20.0 (IBM Corp, Armonk, NY, USA). All statistical tests were two-sided and *p* < 0.05 was considered statistically significant.

### 4.8. Ethics

This study was granted full ethical approval by the both the Animal Research Ethics Committee (AREC17-06) and the Health Product Regulatory Authority (AE1892/P119) on the 26th of July 2017.

## 5. Conclusions

Diet-induced obesity had a significant effect on the tumour transcriptome in a BDII/Han rat model of endometrial cancer. The BDII/Han rat model is an acceptable model to study obesity-related carcinogenesis and the impact of weight loss intervention on endometrial cancer biology and may be used to identify the clinically relevant genes of human endometrial cancer.

## Figures and Tables

**Figure 1:**
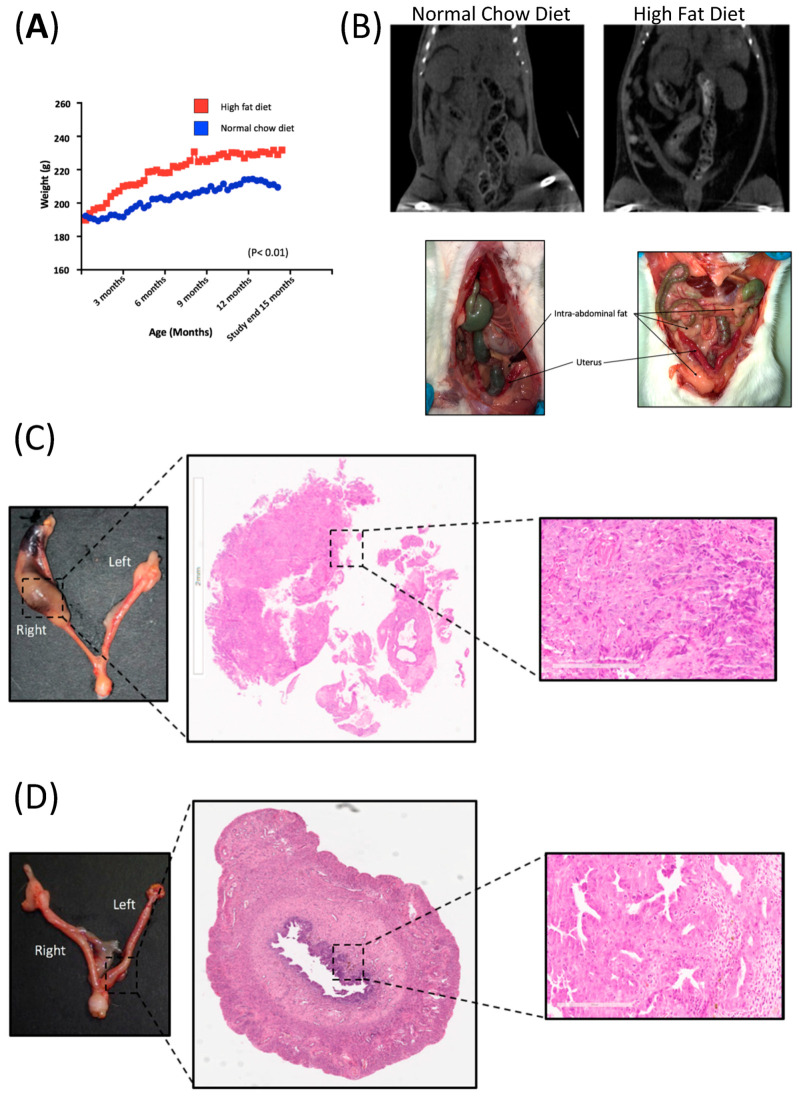
Diet-induced obesity in BDII/Han rats. (**A**) Graphical representation of the weight trajectory of the normal chow diet (NCD; *n* = 7, blue line) and high fat diet group (HFD; *n* = 12, red line). (**B**) Comparative CT imaging and photos taken at necropsy, showing the increase in volume of intra-abdominal fat in the HFD group (right) relative to rats from the NCD group (left). (**C**) Hysterectomy specimen from a BDII/Han rat from the high fat diet group. H&E showing endometrial adenocarcinoma in the right proximal uterine horn with a magnified (20×) view of the histology slide showing a solid area of the endometrial adenocarcinoma. (**D**) Hysterectomy specimen from a normal chow-fed BDII/Han rat. H&E showing endometrial adenocarcinoma in the left distal uterine horn, with a magnified (20×) view of the histology slide showing a gland-rich endometrial adenocarcinoma.

**Figure 2:**
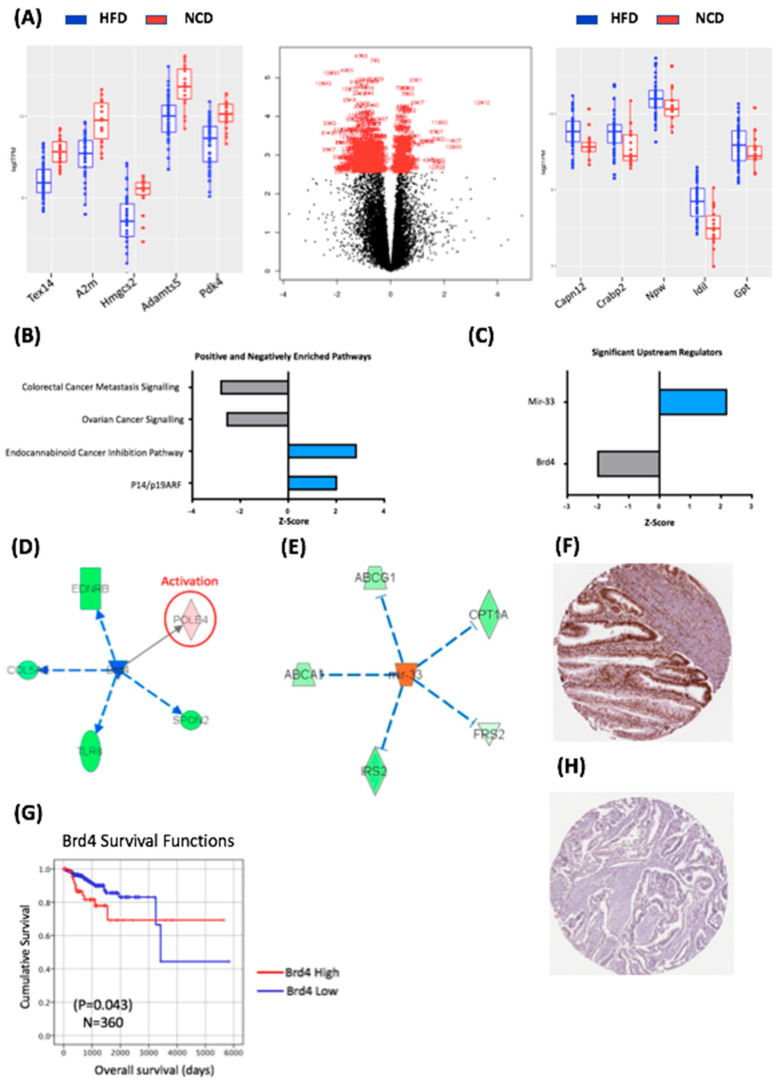
Transcriptomic characteristics of the impact of diet-induced obesity on BDII/Han endometrial tumours. (**A**) Volcano plot showing the differentially expressed genes between tumours from the HFD and NCD groups. The genes delineated in red are those that reached statistical significance (*p* < 0.05). The box plot on the left shows the top 5 genes with reduced expression in the HFD group relative to the NCD group. The box plot on the right shows the top 5 genes with increased expression in the HFD group relative to the NCD group. The HFD group is delineated in blue and the NCD group in red. (**B**) Top ranking canonical pathways in HFD and NCD tumour tissue. (**C**) Upstream regulators of DEGs in HFD and NCD tumours. (**D**) *Brd4* was a statistically significant upstream regulator, imparting a downstream effect on five DEGs. (**E**) *mir-33* was a statistically significant upstream regulator, imparting a downstream effect on five DEGs. (**G**) *Brd4* is prognostic in human endometrial cancer with decreased expression leading to lower overall survival. (**F**) Antibody stain showing high expression of Brd4 in 9/11 endometrial cancer samples from the Human Protein Atlas TCGA pathology database. (**H**) Corresponding antibody stain showing low expression of Brd4 in 3/11 human thyroid cancer samples from the Human Protein Atlas TCGA pathology database. The Human Protein Atlas was accessed July 2020.

**Figure 3:**
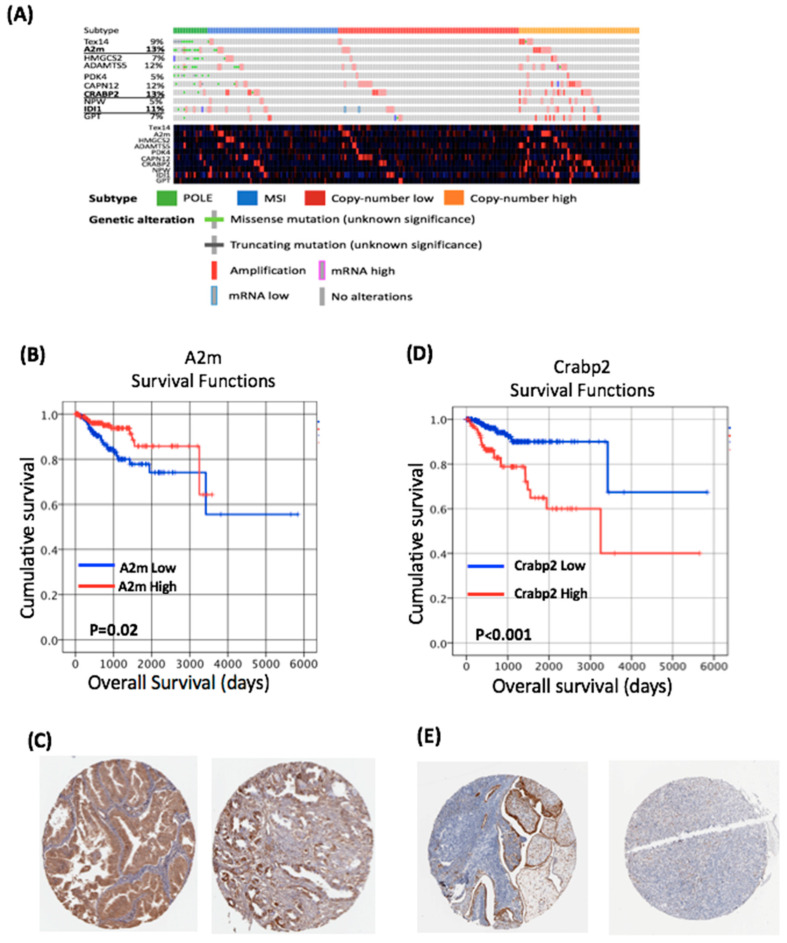
Genes altered by obesity in the BDII/Han model are clinically relevant in human endometrial cancer. (**A**) Genomic and transcriptomic alterations of the top 10 differentially expressed genes identified in human endometrial cancers. (**B**) Increased expression of *A2M* leads to a significant improved overall survival in human endometrial cancer. (**C**) Immunohistochemistry from the Human Protein Atlas demonstrates the expression of the *A2M* protein in human endometrial cancer. (**D**) Increased expression of *CRABP2* leads to a significantly improved reduced survival in human endometrial cancer. (**E**) Immunohistochemistry from the Human Protein Atlas demonstrates the expression of CRABP2 protein in human endometrial cancer. The Human Protein Atlas was accessed July 2020.

**Table 1:** *A2M* and Crabp2 mRNA expression and clinicopathological variables.

	*A2M* Low (*n* = 191)	*A2M* High (*n* = 180)	*p*-Value	Crabp2 Low (*n* = 265)	Crabp2 High (*n* = 106)	*p*-Value
Age Median (range)	63 (35–90)	63 (31–90)	0.665	63 (33–90)	65 (31–90)	0.093 *
BMI Median (range)	33.1 (19–82)	32.3 (17–61)	<0.001 *	33 (17–82)	31 (19–68)	0.485 *
Histology						
Endometrioid	147 (77)	158 (87)	0.003	238(90)	67 (63)	<0.001
Serous	32 (16.7)	21 (12)		20 (7)	33 (31)	
Mixed	12 (6.3)	1 (1)		7 (3)	6 (6)	
Stage						
1	120 (63.1)	132(74.2)	0.15	194 (74)	59 (55)	0.005
2	16 (8.4)	10 (5)		16 (6)	10 (9)	
3	44 (23.1)	30 (16.8)		47 (18)	28 (26)	
4	11 (5.4)	8 (4)		8 (2)	9 (9)	
Grade						
1	31 (16.2)	58 (32.2)	<0.001	74 (28)	15 (14)	0.001
2	50 (26.1)	55 (30.5)		77 (29)	28 (26)	
3	110 (57.7)	67 (37.3)		114 (43)	63 (59)	
TCGA molecular subtype						
POLE	11 (10.2)	6 (4.8)	0.28	16 (10)	1 (2)	<0.001
MSI	30 (28)	35 (28)		58 (35)	7 (10)	
CN Low	32 (30)	58 (46.4)		65 (39)	25 (37)	
CN High	34 (31.8)	26 (20.8)		26 (16)	34 (51)	

Values in parenthesis are percentages unless otherwise stated. Abbreviations: BMI—body mass index; SEM—standard error of the mean; TCGA—The Cancer Genome Atlas; MSI—microsatellite instable; CN—copy number. * Mann–Whitney U test.

**Table 2:** Cox regression analysis of OS for *A2M* and *Crabp2*.

		Univariate				Multivariate		
	**HR**	**95.0% CI**		***p*** **-Value**	**HR**	**95.0% CI**		***p*** **-Value**
**Overall Survival**		**Lower**	**Upper**			**Lower**	**Upper**	
*A2M* (low vs. high)	0.455	0.23	0.9	0.024	0.612	0.305	1.229	0.167
Age (continuous)	1.041	1.009	1.075	0.013	1.053	1.015	1.092	0.005
Histology (endometrioid vs. non-endometrioid	2.298	1.18	4.475	0.014	0.705	0.311	1.595	0.401
Stage (1 and 2 vs. 3 and 4)	4.654	2.448	8.849	<0.001	3.912	1.903	8.042	<0.001
Grade (1 and 2 vs. 3)	3.393	1.652	6.969	0.001	1.848	0.796	4.289	0.153
	**HR**	**95.0% CI**		***p*** **-Value**	**HR**	**95.0% CI**		***p*** **-Value**
**Overall Survival**		**Lower**	**Upper**			**Lower**	**Upper**	
Crabp2 (low vs. high)	3.554	1.875	6.735	<0.001	3.134	1.524	6.443	0.002
Age (continuous)	1.041	1.009	1.075	0.013	1.046	1.011	1.083	0.01
Histology (endometrioid vs. non-endometrioid)	2.298	1.18	4.475	0.014	0.451	0.193	1.052	0.065
Stage (1 and 2 vs. 3 and 4)	4.654	2.448	8.849	<0.001	3.875	1.868	8.036	<0.001
Grade (1 and 2 vs. 3)	3.393	1.652	6.969	0.001	1.802	0.775	4.19	0.171

Abbreviations: A2M—alpha2macroglobulin; CI—confidence interval; HR—hazard ratio; OS—overall survival.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2075-1729/10/9/188/s1, Table S1: Study Group; Table S2: Cox regression analysis of Overall Survival for Brd; Table S3: Rat variants within the *Tp53* gene region; Table S4: Rat- human *TP53* variant orthologs; Table S5: MSI status, TMB and metadata.

## Appendix A

### RNA Extraction, Library Prep and Sequencing

RNA was isolated from normal and endometrial tumour tissue using the EZ-RNA Total RNA Isolation Kit according to the manufacturer’s protocol (Omega Bio-Tek, Norcross, GA, USA). RNA quantity and quality were determined using the Nanodrop spectrophotometer ND-1000 (Nanodrop Technologies, DE, USA) and Agilent Bioanalyzer 2100 (Agilent Technologies, Wokingham, United Kingdom). Next-generation sequencing was performed by BGI Genomics, Shenzhen, China. The mRNA molecules were purified from total RNA using oligo (DT)-attached magnetic beads. The mRNA was then fragmented into small pieces using a fragmentation reagent. First-strand cDNA was generated using random hexamer-primed reverse transcription, followed by a second strand c-DNA synthesis. The synthesised cDNA was subjected to end-repair and then adenylated at the 3′ end. Adapters were ligated to the ends of these 3′ adenylated cDNA fragments. PCR was used to amplify the cDNA fragments with the adapters used in the 3′ adenylation. The products from the PCR were purified with Ampure XP Beads (AGENCOURT) and dissolved in EB solution. The subsequent library was validated on the Agilent Technologies 2100 bioanalyzer. The double-stranded PCR products were then heat denatured and circularized by the splint oligo sequence. The single-strand circle DNA (ssCir DNA) was formatted as the final library. The library was amplified with phi29 to make the DNA nanoball and the RNA was isolated from endometrial tissue samples (10mg) in the “discovery set” (*n* = 20) using the EZ-RNA Total RNA Isolation Kit according to the manufacturer’s protocol (Omega Bio-Tek). RNA quantity and quality were determined using the Nanodrop spectrophotometer ND-1000 (Nanodrop Technologies, DE, USA) and Agilent Bioanalyzer 2100 (Agilent Technologies, UK). Next-generation sequencing libraries were prepared using the NeoPrep Automated Library Prep System and Illumina Truseq stranded mRNA library prep kit using the manufacturer’s instructions (Illumina, San Diego, CA, USA). A total of 100ng of RNA was used as input to the Illumina Truseq stranded mRNA library Prep for the Neoprep kit. The system automates mRNA purification and fragmentation from the total RNA. Complement DNA (cDNA) was synthesized from the RNA fragments using reverse transcriptase (Superscript II) and random primers. This was followed by second-strand cDNA synthesis and the resulting double-stranded DNA (dsDNA) went through an end-repair process, the addition of a single A base and ligation of the adapters. The resulting adapter-ligated cDNA was then enriched by polymerase chain reaction (PCR). Finally, the 10 nM normalised cDNA libraries were validated on the Agilent Bioanalyser 2100 using the DNA 1000 Nano Lab Chip kit, ensuring the library fragment size was approximately 300 bp. After the quality-control procedures, individual RNAseq libraries were pooled based on their respective sample-specific, 7 bp adapters, and sequenced at a 2 × 75 bp paired-end read length using an Illumina NextSeq 500 sequencer.

How the deposited data were processed for this re-analysis (not part of the article)

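RNA-seq values of 65 libraries from tumours and normal endometrium of BDII/Han rats were analysed, together with the paper's calls per library in its supplementary tables. The labels list 67 samples, and the other 2 were not analysed here. The authors isolated polyadenylated RNA, prepared libraries (the appendix of the paper describes both circularised libraries and a stranded TruSeq kit), sequenced them as pairs of 75 bp, trimmed the reads with BBDuk and pseudo-aligned them with Kallisto to the Rnor_6.0 transcriptome of Ensembl release 94. The submitters' processing notes name Rnor_6.0 and sleuth, and no version of Kallisto, BBDuk or sleuth is given in the sources used here. The deposited values are Kallisto's estimated counts per transcript and library, which need not be whole, and which the authors had not scaled between libraries. TPM values, which the authors deposited beside the estimated counts, were used only for the alternative with counts from abundance. 1 further column of values per library, the effective length, was not used. The authors called variants with the HaplotypeCaller, filtered them, and predicted microsatellite calls from gene expression. Variant calls in single genes are not reported here.

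The estimated counts of a library summed to 15310806 to 20029879 (median 17559550), and 28.3% of all values were 0. Deposited values were compared between libraries by chi-square over 18004 transcripts to look for libraries deposited more than 1 time. The smallest value per transcript for any pair was 11.2, the median was 62.1 for pairs from the same rat and 160.6 for pairs from different rats, so that no pair differed by as little as sampling noise and each library was kept.

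The design set before the data were examined assumed counts summed per gene. No table used here pairs the transcript identifiers with genes, and the same models were therefore run on transcripts. The rule for naming genes took those the paper names and, in each comparison, those with the largest changes past the threshold with a known symbol. It could not be applied for lack of symbols, no gene list was tested, and only 4 transcripts are named among the tumours, the 2 with the smallest p in each direction at a mean log2 CPM of at least 1, chosen after their values were seen.

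The rat was taken as the independent unit. Rats were defined by number within diet, intervention and sequencing batch, which gave 37 rats, 14 in batch 1 and 23 in batch 2. Libraries with the same number in such a group were taken to come from 1 animal, which was not tested. Their correlation was 0.590 in the tumours of batch 1 and 0.000164 in the normal endometrium of batch 2. There, 2 liraglutide-treated rats gave more than 1 library, and libraries of the same number were no more alike than others by this measure. Each comparison was fitted with limma voom on estimated counts, with duplicateCorrelation on the rat in 2 rounds and a robust empirical Bayes model, after a filter of at least 5 estimated counts in at least 47% of the libraries of the comparison, which is the default of sleuth. Counts were scaled by the median of ratios, and transcripts were called at an adjusted p under 0.05 by the Benjamini-Hochberg method. HFD and NCD tumours were compared in batch 1, as were HFD and NCD normal endometrium, tumours and normal endometrium with diet as a term, and the diet by tissue interaction. In batch 2, normal endometrium of liraglutide-treated and diet-restricted rats was compared with that of rats with no intervention in 1 fit. A comparison of batch 2 with batch 1 in HFD normal endometrium was added after the data were examined. A fit by microsatellite call was also run and is not reported further, since the calls were themselves made from expression.

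As alternatives, edgeR's quasi-likelihood test and DESeq2 were run on estimated counts summed per rat and rounded to whole numbers. Where both tissues were compared, sums were per rat and tissue, with no term for the rat. A further alternative was edgeR on rounded counts per library. The others were TMM scaling, scaling by library size only, edgeR's filterByExpr, no filter on low counts, no correlation within rats, counts made from TPM, an empirical Bayes model that was not robust, other sets of libraries, the rat as a fixed block, total estimated counts as a term, and leaving out each rat in turn.

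The limma and edgeR steps were tested on simulated data, in which counts for the real transcripts were drawn from the means and sizes of the real libraries with 200 changed transcripts, 50 at each fold. For the 2 groups of tumours, with a correlation within rats set to 0.6 and 20071 transcripts, limma recovered 52% of the 2-fold changes, 82% of the 4-fold, 96% of the 8-fold and 98% of the 16-fold, with 5 unchanged transcripts called. On counts summed per rat, edgeR recovered 22%, 72%, 96% and 98%, with 3 unchanged transcripts called. For diet restriction against no intervention, with 19954 transcripts, limma recovered 54%, 84%, 94% and 92%, with 8 unchanged transcripts called, and edgeR 60%, 86%, 98% and 94%, with 14.

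For the comparisons of diet within each tissue, of the diet by tissue interaction, of the interventions and of the batches, other splits of the same rats into groups of the same numbers of rats were fitted, at most 100 of them, with the correlation within rats estimated from 500 transcripts. In the comparison of tissues, the splits exchanged whole rats, or libraries within a rat that had both tissues, so that the number of libraries per group varied. These were redrawn in this way after splits that exchanged single libraries had been seen. No other splits were fitted for diet over all 65 libraries or over both tissues of batch 1.

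Shares of libraries were compared by two-sided Fisher's exact tests, with Wilson intervals at 95%, and again by rat, by batch, and by an exact permutation of the diet over the rats of batch 1. Mutational burden was compared by permutation of the difference in means, exact where a group had fewer than 10 values and with 100000 resamples otherwise, and related to total estimated counts over rats by Pearson and Spearman correlation with permutation p-values. The tools were R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and data.table 1.17.8, and Python 3.11.15 with scipy 1.17.1 and numpy 2.4.6.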

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

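The comparison of the batches, the tests on S1, S20 and S35, the relation of burden to counts over the rats of batch 2 and within its intervention groups, and the other splits for the tissues were chosen only after the result was seen.

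The paper does not report on diet restriction or liraglutide, and transcripts passed for each in normal endometrium of HFD rats. Only for diet restriction were they more than in every other split of the rats. With diet restriction (10 rats) against no intervention (4 rats), 4121 of 19954 transcripts passed in limma (1623 higher and 2498 lower), and edgeR gave 5315 and DESeq2 6195. The count was 2178, 2159, 2532 and 3793 without no-intervention rats 13, 15, 16 and 17. Only 1 of 100 splits of these rats, the real one, gave as many (4108 in the faster fit used for the splits, against 319 at most in the others). This is the smallest share that 100 splits allow, and it was not adjusted for the other comparisons tested in this way. With liraglutide (9 rats), 203 transcripts passed in limma (20 higher and 183 lower), 19 in edgeR (5 and 14) and 742 in DESeq2, where the balance turned over (406 and 336), and 40, 87, 119 and 474 without the same 4 rats, of which 16 and 17 share their numbers with liraglutide-treated rats. Chance cannot be excluded for liraglutide: 5 of 100 splits, the real one included, gave at least as many calls as the real one. The real split gave 190 and the others 2609 at most. What lies behind the split with 2609 calls was not tested. With total estimated counts as a term, chosen after the data were examined, 826 transcripts passed for diet restriction, 801 of them among the 4121, and 115 for liraglutide, 109 of them among the 203.

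The paper does not report tumours against normal endometrium across transcripts. In batch 1, 15 of 19998 transcripts passed in limma (8 higher and 7 lower in tumours). On counts summed per rat and tissue, edgeR gave 0 (3695 at an unadjusted p under 0.05). It took the tissues of a rat as independent, here and for the interaction below. With the rat as a block, in the 3 rats with both tissues, 0 passed in limma (625 at an unadjusted p under 0.05). The normal libraries of these 3 rats are S1, S20 and S35, to which Table S3 gives a mixed tissue. The block fit therefore cannot tell whether tumours differ from other normal endometrium. Leaving out NCD rat 1 gave 2435, and leaving out NCD rats 2, 3, 4, 5 and 6 gave 9, 2, 5, 6 and 1. Leaving out HFD rats 8, 10, 12, 21 and 22 gave 34, 1, 1, 9 and 6. The directions were not stable, with 0 higher and 12 lower without NCD rat 7 (2 of them among the 15) and 316 higher and 735 lower without S1, S20 and S35. The other splits do not settle whether chance can be excluded, since they held 15 to 25 libraries in the group against 25 in the real one (1 of 100 with as many calls, the real one with 20, against 13 at most in the others). The effect of diet differed between tumours and normal endometrium for 4 transcripts (1 higher and 3 lower) by the interaction term, with 0 in edgeR (1702 at an unadjusted p under 0.05). Without NCD rats 1 and 7 and HFD rats 8 and 13, each left out in turn, the interaction count was 16, 79, 29 and 15, without HFD rat 21 it was 1, and without NCD rats 2, 3, 5 and 6 or HFD rats 10, 11, 12 and 22 it was 0. Chance cannot be excluded for it: 20 of 100 splits gave at least 4 calls (1572 at most). These splits kept 7 rats in the group but not the number of libraries of each tissue, so that their counts do not show what lies behind such calls.

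In HFD normal endometrium with no intervention, batch 2 differed from batch 1 in 957 of 19937 transcripts (515 higher and 442 lower, 4 rats each), and edgeR gave 1017. The real split gave more calls than each of the others (1 of 35 splits, with 1 call at most in the others). This share, 0.0286, is the smallest that 35 splits allow, and it was not adjusted for the other comparisons tested in this way. Number 13 is in both groups (S30 in batch 1 and S48 in batch 2), and if it stands for 1 animal the groups are not separate animals. The batch 1 group also held S35, to which Table S3 gives a mixed tissue, and was not fitted without it.

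Samples far from the others of their group were looked for in 36 groups, and chance gives about 1 in 20. NCD rat 3 had 19208 transcripts with at least 5 estimated counts in its normal endometrium (next 19970, n = 4). In HFD tumours, rat 22 had 5.16 CPM of ENSRNOT00000093487.1 (next 7.11, n = 4), and rat 21 had 1.24 of ENSRNOT00000087504.1 (next 4.68, n = 4).

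In batch 2, mutational burden was higher in rats with fewer estimated counts (r = -0.944 over 23 rats), while r did not pass in batch 1 (-0.474, permutation p = 0.0867) and between the batches the relation ran the other way, with 17.9 M counts and 11.4 variants per megabase per library in batch 2 against 17.2 M and 9.95 in batch 1. A difference between the intervention groups as the whole cause is argued against by r within them, which was -0.892 (permutation p = 0.00074, adjusted p = 0.000987; rho = -0.842, permutation p = 0.00356, adjusted p = 0.00712) over 10 diet-restricted rats, and -0.845 without the 2 farthest, and it was -0.930 (exact permutation p = 0.000378, adjusted p = 0.000756; rho = -0.850, permutation p = 0.00607, adjusted p = 0.00809) over 9 liraglutide-treated rats, and -0.713 without the 2 farthest, among 4 such relations. Diet restriction acting on burden apart from the counts was not detected but is not excluded. Its difference from no intervention, 1.54 variants per megabase, became -0.228 with the counts as a term (exact permutation p = 0.570). Counts averaged 17.3 M in the 10 diet-restricted rats and 18.5 M in the 4 with no intervention. With the groups apart in counts, this test cannot part the effect of the group from that of the counts. An effect of the intervention on both measures together, RNA quality, the amount of sequencing and reads outside annotated transcripts stay open, and raw reads were not analysed here.

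Leaving out 3 normal endometrium libraries of tumour-bearing rats, S1 and S20 (NCD rats 1 and 7) and S35 (HFD rat 22), to which Table S3 gives a mixed tissue, raised the tumour against normal count from 15 to 1051 transcripts. On an axis through these 1051 transcripts, where 0 is the mean of the other 5 normal libraries and 1 that of the 25 tumours, S1 was at 0.564, S20 at 0.537 and S35 at 0.884, with the other normal libraries from -0.766 to 0.642, tumours S4 and S3 of NCD rat 1 at 0.362 and 0.452, below that rat's normal library S1, and the other tumours from 0.807 to 1.38. Since the axis was built on the other normal libraries, each of these was also held out in turn, and they then lay at -0.709 to 0.820, with S1 at 0.526 to 0.668, S20 at 0.503 to 0.664 and S35 at 0.868 to 0.991, so that S1 and S20 lie within their range, S35 above it by less than its own spread, and the values do not decide on tumour cells in any of the 3. NCD rat 1, which gave S1, S3 and S4, by itself moved the count to 2435 when left out. A change of the endometrium around a tumour, and a mislabelled sample, stay open and were not tested.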

How the results depend on the processing

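For transcripts in tumours by diet, the alternatives of scaling, filter, correlation within rats, edgeR on counts summed per rat and left-out rats were set before the data were examined, and the tests with DESeq2, edgeR over libraries and other sets of libraries after. Those for normal endometrium, the interaction and the tissues, the total counts as a term, and all for MSI by diet, for MSI by tissue over the rats of batch 1 and for rats counted by number were also chosen after. The cause was not tested unless stated. Of 223 values under alternatives, 158 kept their direction and their side of the threshold or stayed within 1.5 times. These include 27, 26, 24 and 25 fold changes of the 4 named transcripts, from 27 values each. Those transcripts were picked for a small p and mostly refitted on the same libraries. The 158 are therefore no measure of how stable the other results are. The HFD against NCD tumour count was 0 in limma and stayed 0 without each rat in turn, with 2 in DESeq2 on counts summed per rat and 3 in edgeR over libraries. Over all 65 libraries it was 4458, 3613 with tissue as a term, and 0 in limma with tissue and batch as terms (1601 at an unadjusted p under 0.05). In normal endometrium it was 0, with 8 under no filter on low counts and 295 without S1, S20 and S35, from 5 libraries. The interaction count of 4 became 9 with no filter, 0 in edgeR and 682 without S1, S20 and S35, and 0 to 79 without 1 rat. The tumour against normal count of 15 became 50 with no filter, 0 in edgeR, 1051 without S1, S20 and S35, and 1 to 2435 without 1 rat. With the rat as a block, in the 3 rats with both tissues, it was 0 in limma (625 at an unadjusted p under 0.05), from 11 libraries. The only normal libraries in that fit are S1, S20 and S35, to which Table S3 gives a mixed tissue. Liraglutide gave 19 in edgeR, 742 in DESeq2 and 40 to 474 without 1 no-intervention rat, and diet restriction 6195 in DESeq2 and 2159 to 3793. With total counts as a term they gave 115 and 826.

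The tumour minus normal difference in MSI shares, -1.99 points, reversed to 42.5 within batch 1, 7.20 over rats and 51.4 over the rats of batch 1. Within batch 2 it kept its direction, at -25.6 points (Fisher's exact test, p = 0.150). The batch 1 values count S1, S20 and S35, all called stable, as normal endometrium. The HFD minus NCD difference in MSI shares, 31.7 points, lost its call at 31.1 in batch 1, 75.0 in its normal endometrium, 19.5 in its tumours and 42.9 over its rats. The tumour minus normal difference in burden, -1.08, lost its call at -0.232 in batch 1 and -0.564 in batch 2. The within-batch and per-rat values rest on fewer libraries. The fold changes of the 4 named transcripts kept their direction in all 108 values and passed the threshold in 6, 5 of them over all 65 libraries with no batch term, but their sizes moved: 1.82 became 0.563 with the HFD tumours of batch 2 added (ENSRNOT00000093487.1), and -1.47 became -5.36 over all 65 libraries with no further term and -0.640 over both tissues of batch 1 (ENSRNOT00000087504.1). In simulated tumours, limma recovered 52% of 2-fold and 82% of 4-fold changes, so that differences of these sizes or smaller in single transcripts are not excluded. With 50 changes simulated at each fold, 26 of the 2-fold and 41 of the 4-fold changes were called. The 0 transcripts called in the real tumours cannot be read against these numbers. The real fit gave 173 transcripts at an unadjusted p under 0.05, where 1004 are expected by chance. Its recovery may therefore be lower than in the simulated data. No fit with the other 2 labelled samples was run, since the table holds 65 libraries, and the alternatives planned for genes were not run for lack of gene names.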

Differences from the paper's values

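Neither count of rats with no MSI library was set before the data were examined, and the count over rat numbers alone was chosen after the values were seen. The other settings named were set before the data were examined unless stated.

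The paper gives 383 transcripts that differ between HFD and NCD tumours at FDR 0.05, and 0 passed here in limma at that threshold (173 at an unadjusted p under 0.05). The groups are not the same: the paper gives 12 HFD and 14 NCD samples, each from 4 rats, and here 11 HFD libraries from 4 rats and 14 NCD libraries from 5 rats were compared. With S35 counted as an HFD tumour, a setting chosen after the data were examined that gives 12 HFD libraries, 0 passed in limma (159 at an unadjusted p under 0.05). None of the alternatives set before the data were examined came within 1.5 times of the paper's count: TMM scaling, library size only, filterByExpr, no filter on low counts, edgeR on counts summed per rat, no correlation within rats, and leaving out each of the 9 rats gave 0. Among settings chosen after the data were examined, DESeq2 on counts summed per rat gave 2, edgeR over libraries 3, all 65 libraries 4458, and these with tissue as a term 3613, none of them within 1.5 times either. The other settings run gave 0.

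The paper gives 2 rats with no MSI library, and 5 were found here, with rats defined within diet, intervention and batch. Counted by number alone, a setting chosen after the values were seen, there were 2, number 1 (NCD) and number 9 (HFD). That is 1 in each diet group as in the paper, but with 6 libraries, where the paper gives 7 samples. The 5 rats had 9 libraries. Of the 5 rats, 3 were NCD and 2 HFD. No alternative set before the data were examined applies to it.

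The paper gives 99.4 as the lowest mutational burden, and the lowest here was 9.37 variants per megabase, from the variants per library of Table S5 over 854 megabases. The paper's mean of 10.7 and highest value of 14.3 match those computed here. No alternative set before the data were examined applies to it.

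The paper reports no significant difference in mutational burden between tumours and normal endometrium by Fisher's exact test. Here the means over all libraries were 10.1 and 11.2 (permutation p = 2e-05), and within batch 1 and batch 2 the p-values were 0.177 and 0.268 by exact permutation.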

Other observations

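The comparisons of MSI calls and of burden between diets, interventions and calls, the diet comparisons over all 65 libraries, over both tissues of batch 1 and without S1, S20 and S35, and the other splits for the diet comparisons, were chosen after the results were seen.

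MSI calls were more frequent on the HFD, at 41 of 47 libraries (87.2%) against 10 of 18 NCD libraries (55.6%, Fisher's exact test, p = 0.0147). All the NCD libraries were in batch 1, where the counts were 13 of 15 HFD and 10 of 18 NCD libraries (Fisher's exact test, p = 0.0696; exact permutation of diet over rats, p = 0.150). In normal endometrium of batch 1 they were 3 of 4 and 0 of 4 (Fisher's exact test, p = 0.143), and in tumours 10 of 11 and 10 of 14 (Fisher's exact test, p = 0.341). Burden did not differ detectably between stable and unstable libraries, at 10.6 ± 1.00 (SD, n = 14) and 10.7 ± 1.13 (SD, n = 51) variants per megabase (permutation p = 0.860). Within batches the difference had the opposite sign, at 10.1 in stable and 9.88 in unstable libraries of batch 1 (permutation p = 0.177) and 11.9 and 11.3 in batch 2 (exact permutation p = 0.383).

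Among HFD rats, normal endometrium had 12.2 ± 1.36 variants per megabase with diet restriction (SD, n = 10 rats), 11.3 ± 0.698 with liraglutide (SD, n = 9 rats) and 10.6 ± 0.308 with no intervention (SD, n = 4 rats). Both differed from no intervention (exact permutation p = 0.0400 and 0.0364, not adjusted). With total estimated counts as a term, the differences of 1.54 and 0.710 became -0.228 (exact permutation p = 0.570) and 0.353 (p = 0.0727). With no intervention, batch 1 had 9.93 ± 0.203 (SD, n = 4) and batch 2 10.6 ± 0.308 (exact permutation p = 0.0286, the smallest that 4 rats against 4 allow). Number 13 is in both of these groups, which the test takes as separate animals.

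In normal endometrium of batch 1, 0 of 20049 transcripts differed between HFD and NCD in limma (2916 at an unadjusted p under 0.05, where 1002 are expected by chance), and 0 in edgeR (3120). Without S1, S20 and S35, to which Table S3 gives a mixed tissue, 295 passed (113 higher and 182 lower in HFD), from 5 libraries. These were S5 and S6 (NCD) and S21, S22 and S30 (HFD). With all 8 libraries the count was 0 and stayed 0 without each rat in turn, and the other splits were of all 8. A count of 0, as here and in the tumours, leaves nothing for other splits to test, since each must give as many (35 of 35 and 100 of 100). The highest of the others gave 1 in normal endometrium and 715 in tumours, where their median was 0. What lies behind the split with 715 was not tested.

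Over all 65 libraries, 4458 of 20031 transcripts differed by diet in limma (1888 higher and 2570 lower in HFD), and 3613 with tissue as a term. All 32 libraries of batch 2 were from HFD rats. With tissue and batch as terms 0 passed in limma (1601 at an unadjusted p under 0.05), and the 33 libraries of batch 1, fitted with tissue as a term, also gave 0 in limma (1261).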
